A study of Schizosaccharomyces pombe with 9 samples.

How the data were processed

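The samples were 9 cultures of Schizosaccharomyces pombe, 3 each of WT, an aps1 deletion strain and an asp1-D333A strain, grouped by their titles; replicate numbers were taken from the same titles. Per the labels' protocols, RNA was extracted with hot acid phenol from log-phase cultures, libraries were made from poly(A)-selected RNA with a stranded Illumina TruSeq kit, and indexed libraries were pooled and sequenced as read pairs on an Illumina HiSeq instrument. The deposited values were whole-number counts per feature, not normalized, in a single table for the series with 1 column per library. The labels do not state the aligner, the counting tool, whether counting used the strand, how reads with several matches were treated, the genome build or the annotation. Reads of repeated features and of overlapping features can therefore be split or lost in ways that are not recorded, and such features are named as uncertain in the text. A multiply matching read that was discarded would lower counts of repeated genes in all libraries alike.

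The table had 6987 lines for 6986 identifiers; 1 identifier occurred on a further line with no counts, and its lines were summed. No count was recorded in any library for 340 identifiers. Of the identifiers, 6837 (97.9%) were matched to a RefSeq annotation of assembly ASM294v3, 4 of them through a synonym, and 149 were not matched. As the build of the table is not stated, that annotation was used for names, classes, neighbours, overlaps, GC content and length, and no coordinates are given. The mitochondrial genome was not used; mitochondrial features were recognised by their identifiers. Features with a near-identical copy were found with BLAST 2.17.0 among the sequences of all listed features, at 95% identity or more over at least 100 nucleotides, which applied to 218 features.

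Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its minimum count of 10, which left 6147 and removed 839. Library sizes were scaled with TMM, and all 9 libraries were fitted in a group means model with robust quasi-likelihood dispersions. The 3 contrasts were tested with the quasi-likelihood F test: each mutant against WT, and the aps1 deletion against asp1-D333A. P-values were adjusted by the Benjamini-Hochberg method, a gene was called at an adjusted p under 0.05, and the subset with at least 2-fold change was counted as well. The standard error of a log2 fold change is its size divided by the square root of F. CPM values printed use the TMM-scaled library size. Log2 CPM for correlations, principal components and set tests used a prior count of 2. Counts of at most 3 in all libraries of a group were treated as the floor, and a fold against such a group is given as a bound computed at 3 counts. Total counts ran from 18244492 to 22999732 per library. For well-covered genes the spread between replicates, more than counting error, sets the precision; for features near the floor both matter. The common biological coefficient of variation was 0.0917.

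Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with fry and an estimated correlation beside it, adjusted over 12 tests (4 sets in 3 contrasts). The sets were a phosphate set (pho1, pho84, tgp1, vtc4, pho841), an iron starvation set of 10 genes, a set of 7 meiotic transcripts controlled by Mmi1, and all features annotated as non-coding RNA. These sets, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named aps1, asp1, pho1, pho84 and tgp1; non-coding RNAs on the same strand that end within 2 kb upstream of the last 3, which selected 1, prt2; for each mutant the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 50 counts and no overlap between the CPM values of the 3 mutant and 3 WT libraries, the deleted gene left out; up to 5 genes each in opposite and the same direction past the threshold and 2-fold in both mutants, ranked by the smaller of the 2 absolute changes; and the 3 largest differences each way between the mutants. Chance gives no overlap between 3 and 3 values for 10% of genes. Genes named beyond the rule are said to have been chosen after their values were seen.

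The procedure was tested on simulated counts drawn from the means and library sizes of the 6147 genes, with 200 genes changed by known folds. These 200 had a mean of at least 50 counts and were changed at least 2-fold. Of them 97% were called, with 12 calls among the unchanged genes, and no gene was called in a contrast without changes. The 97% does not describe smaller changes or genes with fewer counts. Strains compared with the same WT libraries share their chance values, so 100 sets of unchanged strains against shared controls were simulated for the correlation between the mutants. Replicate agreement was checked with a chi-square statistic of counts per gene for each pair of libraries of a strain.

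Alternatives tried were RLE, upper-quartile and total-count scaling, the Wald test of DESeq2 1.42.0, no filter beyond 1 count in all libraries together, a filter at a mean of 50 counts, protein-coding genes only, fits on the 6 libraries of a pair, each library left out in turn, the replicate number as a block for the mutants, different WT libraries for each mutant, and 2-fold change in both mutants. Removal of each library's GC and length trend, fitted by loess (span 0.5) over coding genes and entered as an offset, was added after the data were seen. A test on single genes by permutation of 3 against 3 libraries cannot reach 0.05 and was not used. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.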

Results

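Polyadenylated RNA was sequenced from log-phase cultures of 3 strains of the fission yeast Schizosaccharomyces pombe grown in rich medium: wild type (WT), a strain deleted for aps1 (aps1 deletion), and a strain with the D333A allele of asp1 (asp1-D333A). Each strain had 3 libraries, numbered 4, 5 and 6 for WT and 1, 2 and 3 for each mutant, 9 libraries in all. Aps1 and Asp1 act on inositol pyrophosphates, signalling molecules that carry chains of phosphate on an inositol ring; Aps1 is an enzyme that breaks them down, and asp1-D333A changes the kinase domain of the enzyme that makes them. The series addresses whether a change in these molecules alters the genes that take up phosphate, and with them the ending of transcription. The deposited table gave the number of reads assigned to each of 6986 feature identifiers. The total count was 18244492, 20166818 and 19363645 in WT replicates 4, 5 and 6, 19749308, 19484017 and 20246140 in aps1 deletion replicates 1, 2 and 3, and 20593960, 22767284 and 22999732 in asp1-D333A replicates 1, 2 and 3. Features annotated as protein-coding took between 98.3% and 98.9% of the counts in every library.

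Libraries of a strain were closer to each other than to those of other strains. The Pearson correlation of log2 CPM (counts scaled to library size) across genes was at least 0.990 within each strain, with genes not being independent replicates. The first principal component took 66.1% of the variance and placed the asp1-D333A libraries at scores of 34.1 to 37.9, WT at -9.75 to -7.16 and the aps1 deletion at -30.1 to -26.0. The second, with 16.3%, set WT apart from both mutants. Its scores were 13.5 to 24.5 in WT, -14.1 to -8.87 in the aps1 deletion and -9.06 to 0.519 in asp1-D333A. The labels do not say whether WT libraries were prepared with the others. No library pair agreed within sampling noise, since the chi-square statistic per gene was between 4.35 and 74.4 within strains. The highest of these values, 61.5 and 74.4, both involved asp1-D333A replicate 3, against 6.44 between asp1-D333A replicates 1 and 2.

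The altered genes were examined first. The gene aps1 (SPAC13G6.14, chromosome I) had 2634, 2537 and 2516 counts in WT, 224, 137 and 155 in the aps1 deletion, and 1827, 2073 and 2131 in asp1-D333A, replicates in number order. Its level was 136 ± 9.70 CPM in WT, 9.12 ± 1.99 in the aps1 deletion and 84.2 ± 1.12 in asp1-D333A (mean ± SD, n = 3 each). The log2 fold change against WT was -3.89 (SE 0.12) in the deletion, so that reads remained at between 5.60% and 8.37% of the WT level, and -0.69 (SE 0.10) in asp1-D333A; the adjusted p-values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 3.2e-10 and 7.2e-05. Counts of asp1 (SPCC1672.06c, chromosome III) were 860, 942 and 1011 in WT, 1288, 1123 and 1117 in the aps1 deletion, and 1069, 1212 and 1676 in asp1-D333A, the last value belonging to replicate 3. Its log2 fold change was 0.34 (SE 0.11) in the aps1 deletion, with an adjusted p of 0.048 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same test did not separate asp1-D333A from WT (log2 fold change 0.15, SE 0.11, adjusted p 0.25). The call in the aps1 deletion was lost in each of the 6 fits that left out 1 library and with upper-quartile or total-count scaling; without asp1-D333A replicate 3, the change of asp1 in asp1-D333A was -0.01. The end of asp1 overlaps that of yrs1 on the same strand in the annotation of assembly ASM294v3, so reads of this stretch are of uncertain origin.

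Expression in the aps1 deletion was then compared with WT over the 6147 genes that passed the filter on low counts. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1018 genes at an adjusted p under 0.05, 414 higher and 604 lower in the deletion, and 215 of these also changed at least 2-fold, 27 upward and 188 downward. The alternative that raised the count most was a fit on the 6 libraries of the pair alone, with 1488 genes. Leaving out 1 library lowered it to 539 without aps1 deletion replicate 2, 569 without replicate 3, 608 without WT replicate 5 and 629 without WT replicate 6. The share of higher calls was 40.7%; across the alternatives it ran from 24.8% with scaling by total counts only and 29.0% with upper-quartile scaling to 44.1% with RLE scaling, 46.5% with DESeq2 and 744 higher and 744 lower calls in the fit on the 6 libraries. The median log2 fold change of all genes tested was -0.01 with the main scaling, -0.05 with the upper quartile and -0.06 with total counts.

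The largest rises by the naming rule were those of tgp1, the predicted phosphatase gene SPBPB2B2.06c (chromosome II, log2 fold change 2.66, SE 0.28), ecl3 (SPBC8E4.12c, chromosome II, 2.03, SE 0.13), pfl3 (SPBC947.04, chromosome II, 1.86, SE 0.07) and pho1. The adjusted p-values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.00045 for SPBPB2B2.06c, 5.0e-07 for ecl3 and 3.9e-09 for pfl3. Of the 5 largest falls, 3 were mitochondrial transcripts, SPMIT.11 (-4.27, SE 0.75), SPMIT.04 (-4.12, SE 0.96) and SPMIT.05 (-3.59, SE 0.92), and 1 was SPRRNA.44 (-3.64, SE 0.47), a copy of 18S rRNA whose sequence is shared in full with other listed features, so its own level is uncertain. SPMIT.04 had 109, 172 and 108 counts in WT and 19, 1 and 2 in the deletion, and its call was lost in 4 of the 6 fits that left out 1 library, that of SPMIT.05 in 5 of the 6. The remaining fall was that of the meiotic non-coding RNA omt3 (SPNCRNA.130, chromosome I), from 27.4 ± 2.73 CPM in WT to 2.49 ± 0.28 in the deletion (n = 3 each). Its log2 fold change was -3.46 (SE 0.14, adjusted p 4.2e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This RNA was not lower in the deletion alone. In asp1-D333A it was at 5.17 ± 0.60 CPM (n = 3), a log2 fold change of -2.40 (SE 0.13, adjusted p 1.3e-08 by the same test).

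The asp1-D333A strain differed from WT in more genes. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 3754 of the 6147 genes at an adjusted p under 0.05, 1863 higher and 1891 lower. A change of at least 2-fold was seen in 548 of them, 386 upward and 162 downward. Restricting the test to protein-coding genes moved the total count most, to 3131, where 3116 of the 3754 were protein-coding. Here the scaling decided the balance of directions: higher calls were 49.6% with the main scaling, 67.3% with the upper quartile and 63.7% with total counts only, which also moved the median log2 fold change of all genes from 0.01 to 0.18 and 0.14. Changes below are relative to the main scaling, which holds that median near 0. Without asp1-D333A replicate 3, the library farthest from its group, 3954 genes were called.

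Among the largest rises in asp1-D333A were the siderophore transporter gene str3 (SPAC1F8.03c, chromosome I), from 9, 3 and 10 counts in WT to 509, 538 and 618, and cmt2 (SPBPB21E7.04c, chromosome II), from 43, 63 and 40 to 1264, 1438 and 1559. Their log2 fold changes were 5.88 (SE 0.22) and 4.53 (SE 0.16). SPNCRNA.1144, annotated opposite asp1 on chromosome III, rose by a log2 fold change of 4.71 (SE 0.19), from 0.984 ± 0.229 CPM in WT to 26.0 ± 0.914 (n = 3 each). All 3 had adjusted p-values between 3.1e-10 and 1.1e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The helicase genes tlh1 (SPAC212.11) and tlh2 (SPBCPT2R1.08c) completed the list at log2 fold changes of 4.60 (SE 0.41) and 4.22 (SE 0.27), but they are 99.98% identical over 5662 nucleotides in ASM294v3, so that the share of each is uncertain. Their size also depended on WT replicate 5, as tlh1 had 5, 28 and 6 counts in WT. Without that library the log2 fold changes were 5.81 for tlh1 and 4.79 for tlh2. The largest falls were those of pho1, pho84, SPNCRNA.1557 (chromosome II, log2 fold change -3.87, SE 0.15) and the 18S rRNA copies SPRRNA.44 and SPRRNA.46 (-3.41 and -3.30, SE 0.45 and 0.60). SPNCRNA.1557 lies opposite lid2 (SPBP19A11.06) and had 482, 556 and 499 counts in WT and 49, 36 and 47 in asp1-D333A. The labels do not state whether the counting used the strand of reads; in the data, antisense counts were between 0.612% and 1.35% of the sense counts over the 9 libraries for the 50 antisense features opposite the most abundant genes, so the strands were kept apart, and antisense values at such shares of the sense counts are uncertain.

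The phosphate genes of the list were pho1 (SPBP4G3.02), which encodes a cell-surface acid phosphatase, pho84 (SPBC8E4.01c), a phosphate transporter, and tgp1 (SPBC1271.09), a transporter of glycerophosphodiesters, all on chromosome II. The level of pho1 was 2436 ± 232 CPM in WT, 7964 ± 898 in the aps1 deletion and 117 ± 29.1 in asp1-D333A (mean ± SD, n = 3 each). This was a log2 fold change of 1.71 (SE 0.16) in the deletion and -4.39 (SE 0.18) in asp1-D333A. For pho84 the levels were 1230 ± 103, 3313 ± 173 and 85.8 ± 7.54 CPM, with log2 fold changes of 1.43 (SE 0.09) and -3.84 (SE 0.10). The values of pho1 and pho84 in all 3 deletion libraries lay above, and those in all 3 asp1-D333A libraries below, every WT value. For tgp1 the levels were 23.3 ± 3.19, 162 ± 34.2 and 19.96 ± 4.28 CPM; it rose in the deletion (log2 fold change 2.80, SE 0.19) and did not differ detectably between asp1-D333A and WT (-0.23, SE 0.19).

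**Figure D1:**
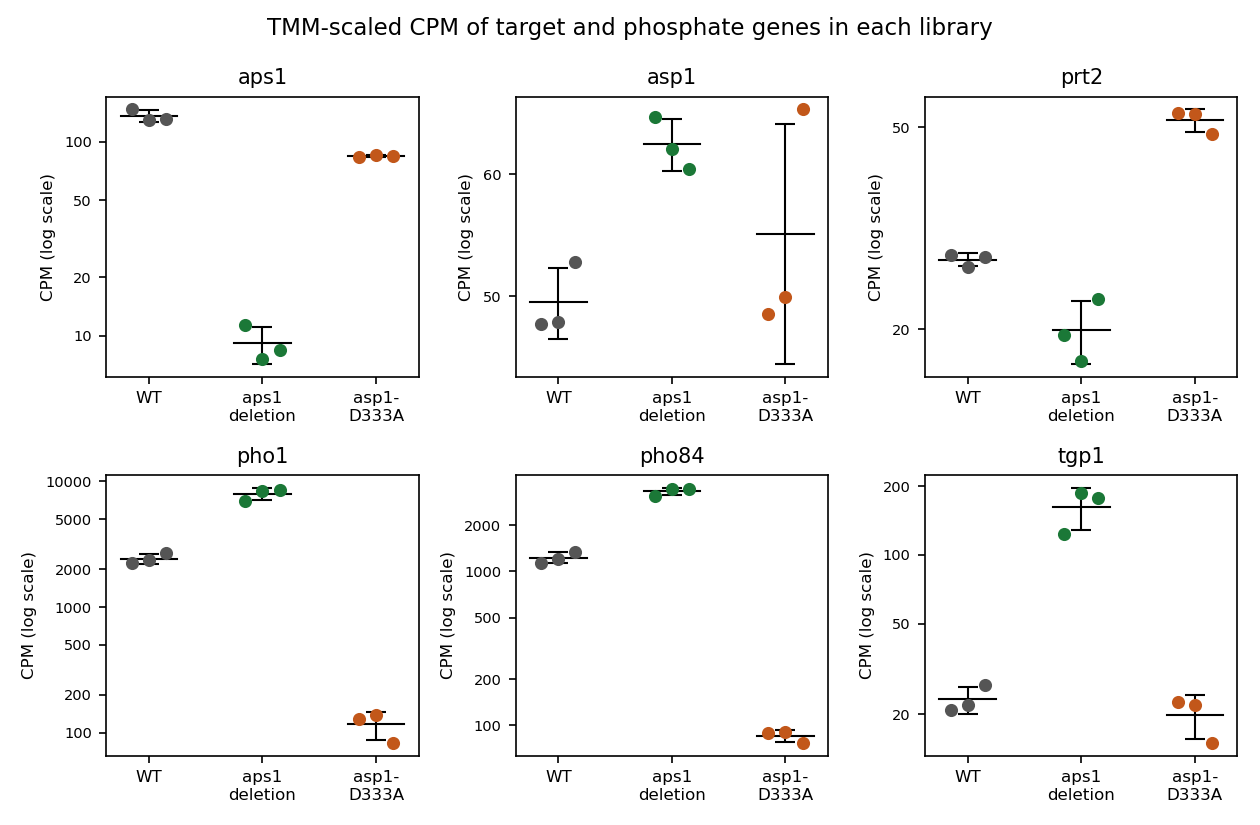
CPM after TMM scaling, on a log axis that differs between panels, of aps1, asp1, prt2, pho1, pho84 and tgp1 in each of the 9 libraries; points are libraries in replicate order, horizontal lines are means and bars are 1 SD (n = 3). The pho1 and pho84 values of the aps1 deletion all lie above WT and those of asp1-D333A below it, while tgp1 is raised in the deletion alone.

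The adjusted p-values of these rises in the aps1 deletion, over all genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, were 2.1e-05 for pho1, 4.1e-07 for pho84 and 8.3e-06 for tgp1. In asp1-D333A they were 2.9e-09 for pho1, 2.7e-11 for pho84 and 0.33 for tgp1. When adjusted over the list alone, 3 of 3 genes passed 0.05 in the deletion and 2 of 3 in asp1-D333A, the same numbers as over all genes; tgp1 in asp1-D333A had 0.27. Between the mutants, the aps1 deletion exceeded asp1-D333A by log2 fold changes of 6.09 (SE 0.20) for pho1, 5.27 (SE 0.11) for pho84 and 3.03 (SE 0.19) for tgp1, with adjusted p-values of 1.4e-10, 9.3e-13 and 2.6e-07 in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The WT means do not enter this difference, though the WT libraries entered the scaling, the filter and the dispersions of the fit. The tgp1 gene overlaps SPBC1271.10c on the opposite strand.

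Upstream of pho1 the annotation places the long non-coding RNA prt2 (SPBC8E4.02c), on the same strand and overlapping the end of pho84. Its level was 27.4 ± 0.800 CPM in WT, 19.9 ± 2.82 in the aps1 deletion and 51.6 ± 2.66 in asp1-D333A (n = 3 each). This was opposite to pho1 in both mutants: log2 fold changes of -0.46 (SE 0.10) in the deletion and 0.91 (SE 0.10) in asp1-D333A, with adjusted p-values of 0.0095 and 5.4e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Reads of the stretch that prt2 shares with pho84 cannot be told apart by gene, and pho84 changed the other way. Without aps1 deletion replicate 2 the fall of prt2 in the deletion was no longer called (log2 fold change -0.37, adjusted p 0.056 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The annotated non-coding RNA nearest to tgp1, SPNCRNA.1343, was looked at after its values were seen. Unlike prt2 and pho1, it and tgp1 are on opposite strands, and they do not overlap. It changed by -1.19 (SE 0.13) in the deletion and 0.47 (SE 0.12) in asp1-D333A.

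The 2 mutants were then set against each other gene by gene. Of the genes called against WT, 683 were called in both mutants, where 621.7 would be by chance. Of the 683, 482 (70.6%) changed in opposite directions and 201 in the same direction. Of the opposite changes, 209 were higher in the deletion and lower in asp1-D333A, and 273 the other way round; 70 genes were higher and 131 lower in both mutants. With at least 2-fold change in both, 55 genes were opposite and 31 the same. These counts moved with single libraries, between 258 (without WT replicate 6) and 795 (without asp1-D333A replicate 3) opposite genes and between 94 (without aps1 deletion replicate 2) and 348 (without asp1-D333A replicate 3) genes of the same direction, with opposite genes in the majority in each of the 9 fits. Both comparisons used the same WT libraries, which by itself pushes their fold changes together. In 100 simulations of unchanged strains against a shared control, the correlation across genes had a median of 0.499 (range 0.359 to 0.597). Those strains held no real change, whereas many genes were called in the data. The value of 0.499 is therefore not what the shared control would give here. The observed Pearson correlation across the 6147 genes was -0.01 and the Spearman correlation -0.24, where genes are not independent replicates. The classes differed: the Pearson and Spearman values were -0.097 and -0.248 for coding genes, and 0.130 and -0.012 for non-coding features. When each mutant was compared with different WT libraries, the Pearson correlation, here of differences in mean log2 CPM, lay between -0.17 and -0.10 over the 6 ways of dividing them; on that scale it was -0.076 with all WT libraries in both comparisons.

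**Figure D2:**
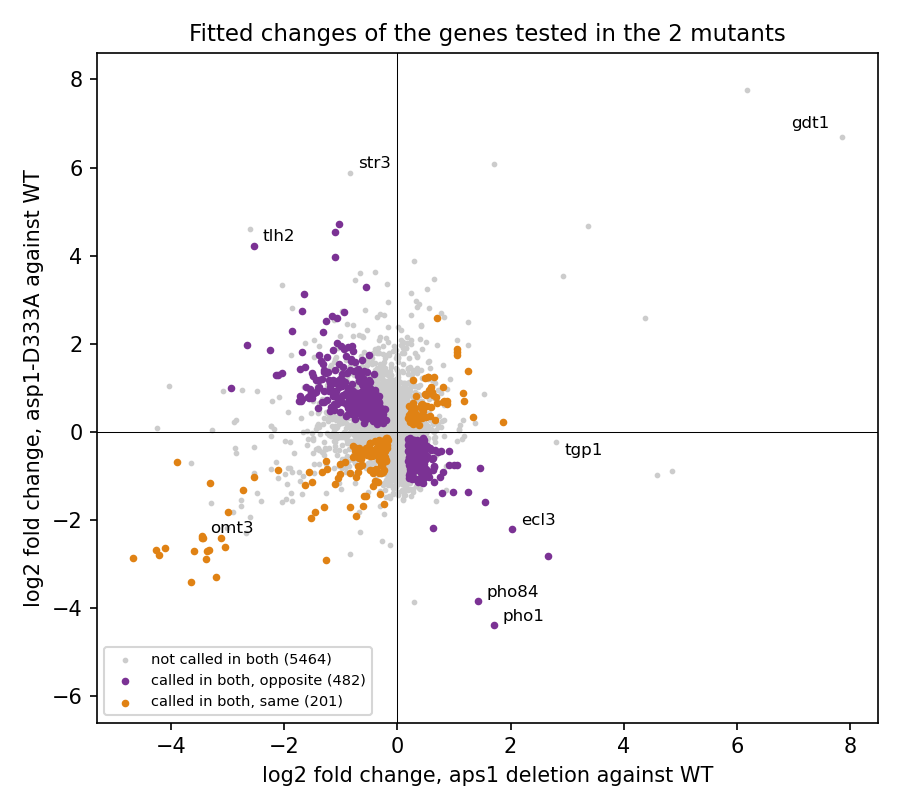
Log2 fold change in the aps1 deletion (horizontal) and in asp1-D333A (vertical) against WT for the 6147 genes tested; colours mark the 482 genes called in opposite directions and the 201 called in the same direction. The genes pho1, pho84 and ecl3 lie at lower right and tlh2 at upper left; the fitted values of gdt1, at upper right, rest on libraries that differ widely within asp1-D333A.

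Ranked by the smaller of their 2 absolute changes, the first genes in opposite directions by the naming rule were SPBPB2B2.06c, at 2.66 in the deletion and -2.82 (SE 0.35) in asp1-D333A, ecl3 at 2.03 and -2.21 (SE 0.17), tlh2 at -2.53 (SE 0.51) and 4.22, and SPNCRNA.863 at -2.24 (SE 0.17) and 1.87 (SE 0.16). SPNCRNA.863 has 15 near-identical copies elsewhere in ASM294v3, so the origin of its reads is uncertain. The uncharacterised gene SPAC4F10.17 had 10, 15 and 15 counts in WT, at most 3 in each deletion library, which is at least 4.38-fold lower, and 68, 55 and 74 in asp1-D333A. In the same ranking, the first genes of the same direction were rRNA and mitochondrial features, SPRRNA.44, SPRRNA.46, the mitochondrial SPRRNA.02, SPMIT.10 and SPMIT.06, all lower in both mutants. SPMIT.06 had 47, 57 and 53 counts in WT and at most 3 in any deletion library, which is at least 17.2-fold lower.

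Compared directly, 4232 of the 6147 genes differed between the mutants at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2086 higher and 2146 lower in the aps1 deletion, and 926 differed at least 2-fold, 226 higher and 700 lower. Higher calls were 49.3% with the main scaling, 31.5% with the upper quartile and 33.0% with total counts only, where the median of all genes was -0.25 and -0.23 in place of -0.04. The genes furthest apart were pho1, SPBPB2B2.06c (5.47, SE 0.34) and pho84 on the side of the deletion, and tlh1 (-7.21, SE 0.54), tlh2 (-6.76, SE 0.35) and str3 (-6.73, SE 0.25) on the side of asp1-D333A.

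The 4 sets of genes were tested with camera on the log2 CPM, with Benjamini-Hochberg adjustment over the 12 tests. The phosphate set of 5 genes, the above 3 with vtc4 and the transporter gene pho841, had a median log2 fold change of 1.43 in the aps1 deletion (adjusted p 1.8e-07, 5 of 5 genes higher) and -0.89 in asp1-D333A (0.0012, 5 of 5 lower). The set of 10 iron starvation genes moved the other way, with -0.80 in the deletion (0.021, 8 of 10 lower; -0.58 with the 1 gene at the count floor set to its bound) and 1.78 in asp1-D333A (0.00042, 8 of 10 higher). Without WT replicate 4 the fall of the iron starvation set in the deletion was not past the threshold (median -0.66, adjusted p 0.096). Within it, the iron uptake genes fio1, fip1 and frp1, named after their values were seen, changed by -1.07, -1.03 and -1.16 in the deletion and by 2.03, 1.54 and 2.62 in asp1-D333A. The 7 meiotic transcripts controlled by the RNA-binding protein Mmi1 had a median of 0.66 in the deletion (0.021; 0.067 without aps1 deletion replicate 1) and 0.42 in asp1-D333A (0.38), and the difference between the mutants was not past the threshold (0.01, adjusted p 0.83). Directly between the mutants, the medians were 3.03 for the phosphate set (0.00013) and -2.83 for the iron starvation set (0.00089). Each call of the phosphate, iron starvation and Mmi1 sets held under fry, which also called the Mmi1 set in asp1-D333A (adjusted p 0.044); with an estimated correlation between genes in place of the preset 0.01, none of these 3 sets passed 0.05.

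The last set held the 1088 features annotated as non-coding RNA that passed the filter. Its median log2 fold change was -0.39 in the aps1 deletion (camera adjusted p 2.3e-18, 880 lower and 208 higher) and 0.32 in asp1-D333A (7.3e-07, 721 higher and 367 lower), while the medians of the 4977 protein-coding genes were 0.02 and -0.04. Between the mutants the set differed by -0.77 (2.2e-15). Under an estimated correlation it stayed past 0.05 in the deletion and between the mutants, both at an adjusted p of 0.035, and reached 0.081 in asp1-D333A; under fry all 3 calls held. The set kept its signs with RLE, upper-quartile and total-count scaling, with medians in asp1-D333A of 0.33, 0.49 and 0.46 against all-gene medians of 0.01, 0.18 and 0.14. By edgeR's quasi-likelihood calls, 24 non-coding features were higher and 288 lower in the deletion, and 463 were higher and 121 lower in asp1-D333A. Of the 1018 genes called in the deletion, 680 were protein-coding, 384 higher and 296 lower. When only protein-coding genes were scaled and tested, 593 were called, 279 higher and 314 lower, and the median of these genes moved from 0.02 to -0.0028.

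A class looked at after its values were seen was that of the 34 snoRNA features tested. In asp1-D333A 26 of them were called higher and 1 lower, 24 of the rises were at least 2-fold, and the median log2 fold change was 1.46. In the aps1 deletion 2 were called higher and 2 lower, with a median of 0.21. With RLE, upper-quartile and total-count scaling the median in asp1-D333A was 1.47, 1.63 and 1.59.

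**Figure D3:**
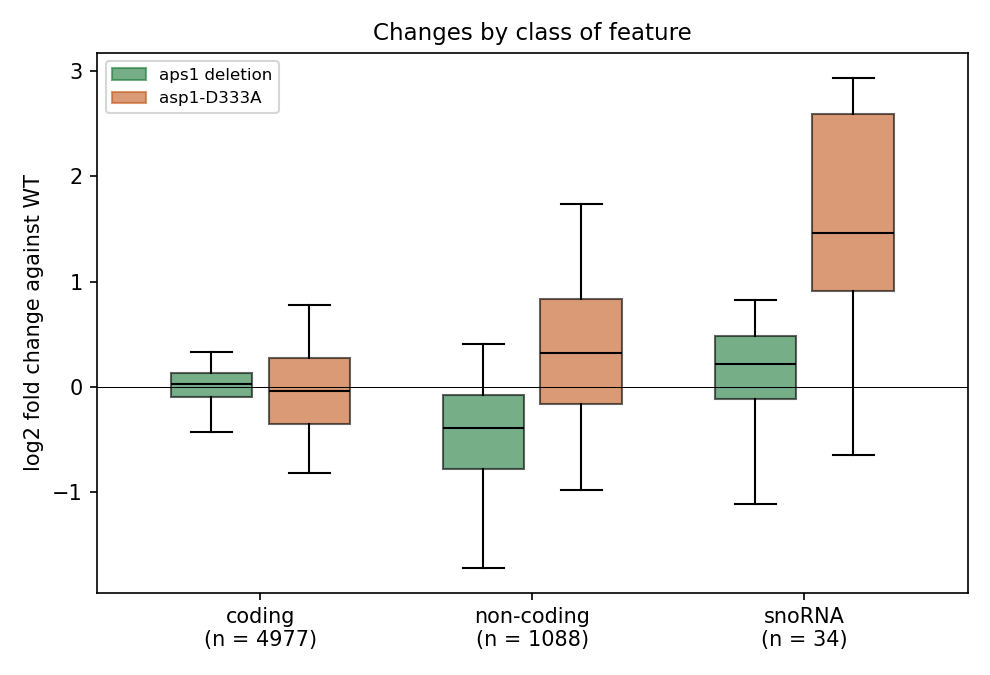
Log2 fold change against WT of coding genes, non-coding RNA and snoRNA features in the aps1 deletion and asp1-D333A; boxes span the quartiles with the median as a line, and whiskers run from the 5th to the 95th percentile of features. Non-coding medians are -0.39 in the deletion and 0.32 in asp1-D333A, and the snoRNA median is 1.46 in asp1-D333A, signs that also hold with RLE, upper-quartile and total-count scaling.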

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

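Of the alternatives to the processing, the removal of GC and length trends was chosen after seeing the data. Leave-one-out fits aside, 741 of 793 values kept their direction and their side of the threshold, or for counts stayed within 1.5 times the reported count. The rises of pho1, pho84 and tgp1 in the aps1 deletion, the falls of pho1 and pho84 in asp1-D333A, the change of aps1 in both mutants and the differences of all 4 genes between the mutants were the same under every alternative run on them and in every fit that left out 1 library. The log2 fold change of pho1 in asp1-D333A ranged from -4.39 to -4.22 across the alternatives and from -4.52 to -4.19 across the leave-one-out fits.

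The scaling mattered most for the balance of directions, since upper-quartile and total-count scaling moved the median of all genes in asp1-D333A by more than 0.1 on the log2 scale. With the upper quartile, asp1 changed by 0.30 in the aps1 deletion, no longer past the threshold, by 0.32 in asp1-D333A, now past it, and by -0.021 between the mutants, a reversed sign; the Mmi1 set between the mutants reversed to -0.20. With total counts only, asp1 changed by 0.29 in the deletion, no longer past the threshold, and by -0.00050 between the mutants, and the Mmi1 set reversed to -0.18. After removal of each library's GC and length trend, asp1 changed by 0.29 in the deletion and 0.37 in asp1-D333A, past the threshold only in the latter, and by -0.081 between the mutants; the Mmi1 set between the mutants was at -0.13 and the correlation between the mutants at 0.034. None of these reversed differences between the mutants was past the threshold in either direction. With the 2 scalings they follow a shift of all genes: the all-gene median between the mutants went from -0.040 to -0.25 with the upper quartile and -0.23 with total counts, asp1 from 0.19 to -0.021 and -0.00050 and the Mmi1 set from 0.011 to -0.20 and -0.18. After trend removal the all-gene median was -0.068, and the cause was not tested. With DESeq2 the correlation was 0.14, while 963 of the 1018 genes called in the deletion and 3634 of the 3754 called in asp1-D333A were called by both tools.

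Other fits used fewer features. With a mean of at least 50 counts, 127 genes passed the threshold and 2-fold in the aps1 deletion, in place of 215; asp1 changed by 0.33 there, no longer past the threshold, the Mmi1 set, of which 2 of 7 genes remained, 1 higher and 1 lower, was at 0.32, no longer past it, and at -0.045 in asp1-D333A, where it reversed, and the correlation between the mutants was -0.073. With protein-coding genes only, 593 genes were called in the deletion, 279 higher and 314 lower, where 680 of the 1018 were protein-coding, 384 higher and 296 lower; the scaling, computed anew on these genes, moved their median from 0.02 to -0.0028. At 2-fold 74 were called, against 23 higher and 50 lower protein-coding genes among the 215; asp1 changed by 0.32, no longer past the threshold. The counts at 2-fold were 249 for asp1-D333A, against 144 higher and 114 lower protein-coding genes among the 548, and 451 between the mutants, against 195 and 243 among the 926. Requiring 2-fold in both mutants left 55 opposite and 31 same-direction genes. The correlation between the mutants with different WT libraries for each was -0.12, -0.13, -0.10, -0.15, -0.17 and -0.13 over the 6 divisions; these are on log2 CPM, where all WT libraries in both comparisons gave -0.076.

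The set tests depended on how the correlation between genes was treated. With an estimated correlation, the adjusted p-values rose above 0.05 for the phosphate set in the deletion (median 1.43), in asp1-D333A (-0.89) and between the mutants (3.03), for the iron starvation set in the deletion (-0.80), in asp1-D333A (1.78) and between the mutants (-2.83), for the Mmi1 set in the deletion (0.66) and for the non-coding set in asp1-D333A (0.32); the medians themselves do not change with this choice. By construction, this estimate widens the error of a set whose genes vary together between libraries. Under fry the Mmi1 set in asp1-D333A (0.42) was past the threshold.

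Leaving out 1 library gave from 539 to 871 called genes in the aps1 deletion, all below 1018; these fits have fewer samples. Over the 6 such fits asp1 ranged from 0.31 to 0.39 in the deletion, past the threshold in none, from -0.0081 to 0.23 in asp1-D333A, the lowest without replicate 3, and from 0.11 to 0.35 between the mutants, where it was past the threshold only without asp1-D333A replicate 3. The iron starvation set in the deletion ranged from -0.92 to -0.66, not past the threshold without WT replicate 4, and the Mmi1 set from 0.61 to 0.72, not past it without aps1 deletion replicate 1. Between the mutants the Mmi1 set ranged from -0.25 to 0.075, reversed at -0.03 without asp1-D333A replicate 2 and at -0.25 without aps1 deletion replicate 2. Over the 9 fits, same-direction genes ranged from 94 to 348, opposite genes from 258 to 795 and the correlation between the mutants from -0.031 to 0.11. The highest counts came without asp1-D333A replicate 3, the library farthest from its group, and the cause was not tested otherwise.

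The replicate number as a block was fitted for the comparison of the 2 mutants, the only pair of strains that share numbers. The replicate block, with 6105 genes tested, gave 3855 genes in place of 4232, of which 3815 were among the 4232. A fit on the 6 mutant libraries without the block, also with 6105 genes tested, gave 4105. The drop from 4232 is thus not due to the block alone. With the block, the median of the Mmi1 set between the mutants was -0.0035, a reversed sign far from the threshold. No other call on the sets, counts and named genes of that comparison changed. Deviations from the strain means of same-numbered libraries correlated at 0.15, 0.06 and -0.13 for replicates 1, 2 and 3, so the numbers were not read as pairs. A shared preparation of same-numbered libraries is not excluded by this. Replicate 1 had the most mitochondrial and 18S and 28S rRNA reads in both mutants.

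Among the single genes named, 11 other values changed their side of the threshold, 8 past it and 3 no longer past it. In the leave-one-out fits 26 others did so, 3 past it and 23 no longer past it. The latter included SPMIT.04, SPMIT.05, SPRRNA.46 and the mitochondrial SPRRNA.02 in the aps1 deletion, and the cause was not tested.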

Other observations

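The tests in this part were all chosen after the result they bear on was seen, so what they leave standing is a hypothesis found and tested on the same libraries.

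Other splits of the libraries were fitted for each count of called genes. For the aps1 deletion and WT, 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes; the same held for asp1-D333A and WT (1 of the 10 splits) and for the 2 mutants (1 of the 10 splits). A design of 3 against 3 cannot give a share under 0.1. For the set tests in the deletion against WT, a camera p as small came from 1 of the 10 splits for the phosphate set, 3 for the iron starvation set, 2 for the Mmi1 set and 1 for the non-coding set. For asp1-D333A against WT the numbers of splits were 2, 1, 4 and 4 in that order, and between the mutants 1, 1, 10 and 2. The number of genes changed in opposite directions in the 2 mutants was reached in 1 of 100 splits of the 9 libraries into 3 groups of 3, the real one included, drawn from 280 possible splits. These counts of splits say little, since the other splits mix strains within groups, which puts the strain differences into the spread between libraries. The other splits of the 6 libraries called 0 genes, with 10 to 549 genes at an unadjusted p under 0.05 for the deletion and WT, 3 to 166 for asp1-D333A and WT and 1 to 119 for the 2 mutants, and the other splits of the 9 libraries that were drawn called 0 genes in opposite directions, with up to 324 opposite genes at an unadjusted p under 0.05 in both comparisons against 914 in the real split.

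The opposite shifts of the non-coding RNA set, down by a median of 0.39 in the aps1 deletion and up by 0.32 in asp1-D333A, were set against technical explanations. Low expression was tested with 10000 lists of coding genes matched on expression in 10 bins. In the deletion the middle list had a median of -0.12 and none of the lists fell below -0.19, so low expression does not account for the fall. In asp1-D333A the middle list was at 0.24 and 13 of the 10000 lists reached 0.32; as the smallest bin held only 29 coding genes to draw from, the rise of non-coding features in asp1-D333A and a rise of all weakly expressed features cannot be told apart. Removal of GC and length trends left medians of -0.38 and 0.25 (camera adjusted p 6.4e-15 and 0.00066), and the 156 non-coding features that overlap no other listed feature had medians of -0.51 and 0.53 (camera p 2.9e-10 and 2.3e-05), so neither GC content and length nor reads of overlapping genes make up the shifts. WT libraries prepared apart from the mutants would not separate the mutants from each other, yet these differed by a median of -0.77. Such a preparation is thus not the whole cause. It could still make up the shift of either mutant alone against WT. As a share within each library, the non-coding minus the coding median log2 CPM was -3.94 to -3.77 in asp1-D333A, -4.30 to -4.12 in WT and -4.78 to -4.66 in the deletion, so that the strains did not overlap. A hypothesis that the study's topic invites is that changed ending of transcription lets more or less read-through from coding genes into features downstream. It was tested on the 150 non-coding features that start within 500 nucleotides downstream of a coding gene on the same strand, against the 927 others with a distance. In the deletion the downstream features fell less (difference of medians 0.23, two-sided permutation p 0.00021), opposite to what the hypothesis needs, and in asp1-D333A the difference was -0.0020 (permutation p 0.98). A start within 500 nucleotides of a coding gene upstream therefore does not account for either shift. Read-through itself is not excluded. Features that overlap the end of a same-strand coding gene were measured only to a gene farther upstream. Read-through beyond 500 nucleotides would also reach the others. A biological effect of the alleles on the non-coding RNAs themselves, in the deletion at least, may underlie the shift. It remains a hypothesis, since neither separate preparation of WT nor read-through is excluded there.

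The rise of snoRNA features in asp1-D333A (median 1.46, 28 of 34 higher; camera p 1.7e-07) was not seen in the aps1 deletion (0.21, camera p 0.19); the direct difference between the mutants was a median of -1.48. These RNAs mostly lack poly(A) tails in their mature form, so more carry-over of RNA without tails would raise them. Carry-over of all such RNA alike would raise 18S and 28S rRNA too, which instead changed by a median of -2.99 in asp1-D333A. This form of it thus fails for the comparison with WT, though the labels do not say whether WT libraries were prepared with the others. Between the mutants it is not excluded, as other such RNA was also lower in the deletion. The medians there were -1.43 for mitochondrial features (7 of 7 lower) and -0.33 for 18S and 28S rRNA (3 lower, 1 higher). Carry-over of small RNA alone is not excluded. tRNA features summed to 20, 10 and 20 counts in WT and 52, 74 and 53 in asp1-D333A, a log2 ratio of mean shares of 1.62, and the 38 rRNA features of at most 400 nucleotides to 181, 173 and 173 and to 405, 488 and 322, a log2 ratio of 1.01; snRNA features, at 21, 29 and 20 and at 24, 35 and 24, had a ratio of 0.049. The 20 snoRNA features that overlap no other listed feature had a median of 1.29, with 14 of 20 higher, which argues against reads of overlapping genes, and the median after removal of GC and length trends was 1.15, which argues against those trends as the whole cause. The 62 coding genes of at most 400 nucleotides had a median of 0.21. What remains open is that asp1-D333A may contain more polyadenylated or extended snoRNA transcripts, or that its libraries took up more RNA without tails, at least small RNA. The 2 cannot be told apart, since longer tails on small RNA would raise tRNA and short rRNA as well and the counts of snRNA are few; read positions were not analysed here.

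Features antisense to abundant genes were higher in 1 library of each strain, by much less in the mutants than in WT. Within WT, the 50 antisense features opposite the most abundant coding genes were higher in replicate 4 than in the mean of the other 2 libraries by a median log2 of 1.19 (40 of 50 higher). The excess of replicate 1 was 0.31 in the aps1 deletion (37 of 50 higher) and 0.35 in asp1-D333A (41 of 50). In asp1-D333A the antisense counts were 1.18%, 1.12% and 1.07% of the sense counts in replicates 1, 2 and 3, hardly apart. Among these 50 features the excess in WT replicate 4 was largest for SPNCRNA.639, opposite mcp60, with 325 counts there and 3 and 9 in WT replicates 5 and 6. SPNCRNA.826, opposite cpc2, had 151, 1 and 4. A candidate explanation is incomplete strand specificity of that library, which requires the excess to grow with the abundance of the gene on the other strand. Across the 765 antisense features the Spearman correlation between the 2 was 0.32 (permutation p 1e-05, the smallest that 100000 permutations give), 0.18 for replicate 1 of the aps1 deletion (1e-05, likewise the smallest) and 0.13 for replicate 1 of asp1-D333A (0.00015), where features are not independent replicates. The 765 include the 50 features above, so these correlations partly restate the excess already described. No value without those 50 was computed. Genomic DNA in WT replicate 4 would also raise the 190 non-coding features with nothing listed on the other strand, whose median excess was -0.022, so it is argued against. No biological explanation was tested, since the excess is between libraries of a strain. The deposited counts thus keep the strands apart, which the labels do not state, and antisense features opposite very abundant genes should be read with this excess in mind. The mcp60 count in WT replicate 4 was 35229, so the 325 antisense counts need only a small share of it.

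Mitochondrial transcripts and 18S and 28S rRNA were lower in both mutants than in WT. Mitochondrial features had 46.4, 53.0 and 37.3 CPM (of the unscaled total) in WT, 7.54, 1.18 and 0.988 in the aps1 deletion and 15.98, 4.04 and 3.70 in asp1-D333A. The 18S and 28S features had, in the same unit, 536, 559 and 456 in WT, 97.5, 41.0 and 36.4 in the deletion and 137, 52.6 and 52.0 in asp1-D333A. A loss of mitochondrial RNA in the mutant cells would leave the nuclear rRNA in place, but the median log2 fold change of the 4 tested 18S and 28S features was -3.26 in the deletion, so it is not the cause of the pattern as a whole. Less carry-over of all RNA without poly(A) tails into the mutant libraries would lower snoRNA as well, which had a median of 0.21 in the deletion, with 24 of 34 features higher, and tRNA, at 30, 16 and 17 counts there against 20, 10 and 20 in WT, and no snoRNA feature fell as far as the median of 18S and 28S rRNA. The rRNA features of at most 400 nucleotides were lower in the deletion, at 135, 105 and 159 counts against 181, 173 and 173, but by a log2 ratio of only -0.45. Carry-over of all such RNA alike is thus not the cause either. Less carry-over of long RNA without tails alone requires mitochondrial RNA and rRNA to vary together from library to library. Over the 6 mutant libraries, on the log2 scale, Pearson's r was 0.954 (two-sided exact permutation p 0.00417 over 720 orderings) and Spearman's rho 1 (exact permutation p 0.00278, the smallest these orderings give). Without the 2 libraries farthest from the median mitochondrial value r was 0.880, and with deviations from the strain means it was 0.984. It was the only relation across libraries computed in this family, so no adjustment applies. The permutation tests take the 6 libraries as exchangeable, which a shared preparation of same-numbered libraries would break. This relation between mitochondrial RNA and rRNA, with replicate 1 highest in each mutant, concerns differences among mutant libraries. It does not decide the difference between them and WT. The labels do not say whether WT libraries were prepared with the others, so less carry-over of long RNA and an effect of both alleles on these RNAs cannot be told apart.

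The gene gdt1 (SPAC186.05c), near an end of chromosome I, had 8, 13 and 18 counts in WT, 3019, 2892 and 3100 in the aps1 deletion, and 11, 5008 and 229 in asp1-D333A. Of the 5600 genes with a mean of at least 50 counts it had the widest range among the asp1-D333A libraries, 7.69 on the log2 scale, followed by its neighbours SPAC186.06 (5.48) and SPAC750.01 (3.62). The wide spread in asp1-D333A entered the shared dispersion, so that gdt1 was not called in the deletion over 9 libraries (adjusted p 0.072 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) but was on the 6 libraries of the pair (log2 fold change 7.86, adjusted p 1.8e-15; range over its alternatives 1.8e-15 to 0.090). Material of the aps1 deletion in asp1-D333A replicate 2 would need to make up the whole library, since gdt1 was there at 129% of the deletion level. It would then bring other genes to the deletion level, yet the 13 genes at least 4-fold higher in the deletion than in asp1-D333A replicates 1 and 3, this region left out, were at a median of 13.6% of it, against 13.3% and 13.1% in replicates 1 and 3. Reads shared with near-identical copies are argued against, as gdt1 has 0 such copies among the listed features. Further toward the end, ftm4 (SPAC750.05c) had 142, 96 and 118 counts in the deletion and 1, 3 and 4 in asp1-D333A, so the rise in replicate 2 did not extend to it. SPAC186.04c rose in replicate 2, with 1, 43 and 4 counts in asp1-D333A. Other genes of the region were lowest there, with asp1-D333A counts of 36, 3 and 17 for SPAC869.01, 38, 3 and 26 for SPAC186.02c and 428, 142 and 321 for pfl9. The region thus did not change in 1 direction as a whole in that library. What stays open is that expression of this region may differ between cultures of a strain, through its chromatin or copy number, neither of which these counts show.

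Reads assigned to aps1 in the deletion libraries, at 8.37%, 5.60% and 6.18% of the WT mean in replicates 1, 2 and 3, could come from WT reads. Mitochondrial reads were higher in every WT library than in any mutant library. In deletion replicates 2 and 3 they were at no more than 2.59% of the WT mean. This is below the share of aps1, so WT reads do not account for the aps1 reads there. In replicate 1 mitochondrial reads were at 16.6%, which excludes nothing. Reads of asp1-D333A would bring the 5 genes at least 16-fold higher in that strain, which were at a median of no more than 1.37% of its level in any deletion library. Sequence of aps1 left at the locus, or transcripts of the marker that replaced it, may be the source, which was not tested.

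SPNCRNA.1144 overlaps asp1 on the other strand and had the highest rise in asp1-D333A of the 1088 non-coding features tested (rank 1). Reads of asp1 counted on the other strand do not explain it: its counts were at least 39.3% of those of asp1 in each asp1-D333A library and at most 2.37% in WT, against at most 1.35% for antisense features opposite the most abundant genes. A candidate explanation is sequence inserted at asp1 when the allele was made, since constructs of this kind often carry a marker gene near the mutated gene; the rank of 1 among 1088 is what it would give, but this feature was picked for its rise, so a response to the mutant enzyme and an effect of the construct cannot be told apart in these counts.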
